A study of Danio rerio with 12 samples. Its data were reported in "Pericentromeric hypomethylation elicits an interferon response in an animal model of ICF syndrome" (2018).

How the data were processed

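Total RNA was extracted from pools of 10 whole larvae at 3 weeks of age, and polyadenylated RNA was made into stranded libraries that were sequenced from both ends. The sample labels give the source as fin, while the study design describes pools of whole larvae, and the design was followed here. The study compared WT larvae with larvae homozygous for a *zbtb24* deletion, a *mda5* deletion, or both, with 3 libraries per genotype. Genotypes and replicate numbers were taken from the sample labels.

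The authors trimmed the reads with Trimmomatic, mapped them with TopHat to the GRCz10 assembly with a supplied annotation and estimated expression with Cuffquant. The deposited values are FPKM that the authors scaled between libraries with Cuffnorm, with 1 column for each of the 12 libraries and 0 further columns of sample values. FPKM are not counts: neither the fragments per library nor the gene lengths used were part of the values analysed here, so the depth of each library is not known and the precision of each value rests on the spread between replicates alone. An FPKM of exactly 0 can be a failed estimate. Such values are described as listed at 0, although they entered means and log2 changes as 0. Very short features can take extreme FPKM from few fragments.

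The table held 32271 features, of which 30590 were marked as genes, 247 carried transcript identifiers and 1434 were Ensembl identifiers with no mark. A gene table of another zebrafish assembly (GRCz12tu, 49597 genes) holds an Ensembl identifier for 0 of its genes, so it could not be used to look up symbols, and no gene symbols were used. A list of interferon-stimulated genes, the genes targeted by the mutations and other named genes had been fixed before the data were examined, but none of them could be located, and the tests planned for them were not run. Properties such as gene length and GC content were not examined for the same reason. The planned rule for naming genes (the highest and lowest log2 change among genes that passed the test with all 3 libraries of one genotype above all 3 of the other) was kept for *zbtb24* mutants against WT and limited to 2 genes that rose and 2 that fell, without the condition that a symbol be known.

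Features with a mean of at least 0.5 FPKM over the 12 libraries were tested on the scale log2(FPKM + 0.5), on which the change of low genes is understated. Limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) was fitted with 4 genotype means over all 12 libraries and 8 residual degrees of freedom. Contrasts were 5 pairwise comparisons and the interaction, defined as the change in double against *mda5* mutants minus the change in *zbtb24* mutants against WT. P-values were two-sided and adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. Sets of genes were tested with limma's fry, with adjustment over the 2 sets. These gene sets, their scores and the correlation of changes across genes were chosen after seeing the data.

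The fit was tested on simulated values for the 21623 features, drawn with the observed means and replicate spreads, with 200 genes changed by a known fold. Values were drawn independently for each gene, so the simulations do not cover genes that vary together. False calls numbered 9 of 144 calls for *zbtb24* mutants against WT and 3 of 66 for the interaction in the 2-fold simulations. In the 4-fold simulations they numbered 11 of 200 and 12 of 175, respectively.

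Alternatives fixed before the data were examined were pseudocounts of 0.1 and 1, a minimum mean of 1 FPKM or no filter, quantile normalization, median centring, the replicate number as a block, eBayes without the trend, a 2-fold minimum change, fits of only the compared groups, and fits without each library in turn. Replicate numbers come from the sample titles, and same-numbered pools are different animals. Held-out tests chose 500 genes in each direction by moderated t after setting aside 1 library of each compared genotype, and measured the change between the libraries set aside. Random gene sets, 1000 in number, were matched on mean expression in 20 bins.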

Results

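Transcript levels were measured by strand-specific sequencing of polyadenylated RNA from zebrafish larvae at 3 weeks of age. The larvae were WT, mutant for *mda5* (also called *ifih1*, which encodes a cytosolic helicase that binds long double-stranded RNA), mutant for *zbtb24* (a zinc finger gene mutated in patients with ICF syndrome, an immunodeficiency with loss of DNA methylation near centromeres), or mutant for both. Each of the 4 genotypes had 3 libraries, and each library came from a pool of 10 larvae. The comparisons address which transcripts change when Zbtb24 is lost, and whether those changes still occur when the RNA sensor Mda5 is also absent.

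Values were FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for 32271 features, of which 3769 were listed at 0 in every library. The number of fragments behind each value is not known, so no counting error could be given. Summed FPKM were 11041900 ± 1033490 in WT, 6925500 ± 968003 in *mda5* mutants, 8023020 ± 1770390 in *zbtb24* mutants and 7928750 ± 1140660 in double mutants (SD, n = 3 each). The 4 most abundant features took between 84.2% and 89.9% of each library's summed FPKM. Across the 21623 features with a mean of at least 0.5 FPKM, Pearson's r between libraries of the same genotype was 0.945 to 0.955 in WT, 0.944 to 0.948 in *mda5* mutants, 0.911 to 0.951 in *zbtb24* mutants and 0.946 to 0.957 in double mutants. These correlations run across genes, which are not independent replicates. The *zbtb24* mutant replicate 3 had the lowest median r with its own group, at 0.919. No pair of libraries held identical values.

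Loss of Zbtb24 alone was examined first. Of the 21623 features tested (called genes from here on), 2502 differed between *zbtb24* mutants and WT at an adjusted p-value under 0.05 in limma, 1063 of them higher and 1439 lower in the mutant. The balance of directions was not stable: 1915 were higher and 1562 lower when WT replicate 2 was left out, and 124 were higher and 121 lower without WT replicate 3. In 2496 of the 2502, all libraries of one genotype lay above all libraries of the other. A change of at least 2-fold was seen in 573 of these genes, with 220 higher and 353 lower. The median log2 change of all tested genes was -0.0044, on values already scaled between libraries. The count depended on how the spread between replicates was estimated: when only the WT and *zbtb24* mutant libraries entered the fit, 221 genes passed.

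The deposited table identifies features by Ensembl identifiers without gene symbols. The gene table used here (GRCz12tu) holds no Ensembl identifiers, so no symbol was assigned to any of them, which is a limit of that reference and not of the identifiers. The targeted genes were therefore not examined by name, and the genotype labels were not checked against their values. By a fixed rule, the genes with the highest and the lowest log2 change among those that passed the test and were fully separated are given here. ENSDARG00000091730 rose from 0.589 ± 0.354 FPKM in WT to 61.2 ± 47.2 FPKM in *zbtb24* mutants (SD, n = 3 each), a log2 change of 5.46 ± 0.90 (SE; limma adjusted p = 0.0104). ENSDARG00000097922 had means of 2.04 ± 3.54 FPKM in WT and 48.2 ± 14.9 FPKM in *zbtb24* mutants (SD, n = 3 each), a log2 change of 5.31 ± 0.92 (SE; limma adjusted p = 0.0126). It was listed at 0 in WT replicates 1 and 3 and was at 6.13 FPKM in WT replicate 2. The size of its change therefore rests on zeros that can be failed estimates. It was 4.63 with a pseudocount of 1 and 6.88 with a pseudocount of 0.1. ENSDARG00000097011 fell from 560.4 ± 207.8 to 2.74 ± 4.48 FPKM (SD, n = 3 each), a log2 change of -8.43 ± 1.53 (SE; limma adjusted p = 0.0142). ENSDARG00000079078 fell from 283.7 ± 107.6 to 1.66 ± 2.54 FPKM (SD, n = 3 each), a log2 change of -7.63 ± 1.39 (SE; limma adjusted p = 0.0143). For each of these genes the adjusted p-value rose above 0.05 when WT replicate 3 was left out, at 0.0525, 0.0588, 0.0626 and 0.0643, respectively (limma).

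The same genes varied widely among the libraries that carried the *mda5* mutation. ENSDARG00000097011 was at 23.8, 37.3 and 443.0 FPKM in the 3 *mda5* mutant libraries and at 156.4, 6.75 and 2.88 FPKM in the 3 double mutant libraries. ENSDARG00000079078 followed the same order of libraries, with 13.9, 20.1 and 225.2 FPKM in *mda5* mutants and 80.3, 3.51 and 1.81 FPKM in double mutants. ENSDARG00000091730 had 2.48 ± 3.16 FPKM in *mda5* mutants and 11.04 ± 8.13 FPKM in double mutants, and ENSDARG00000097922 had 10.7 ± 9.44 and 23.4 ± 11.2 FPKM (SD, n = 3 each). None of these 4 genes differed between double and *mda5* mutants at an adjusted p-value under 0.05; the limma adjusted p-values were 0.386 for ENSDARG00000091730, 0.592 for ENSDARG00000097922, 0.569 for ENSDARG00000097011 and 0.549 for ENSDARG00000079078.

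**Figure D1:**
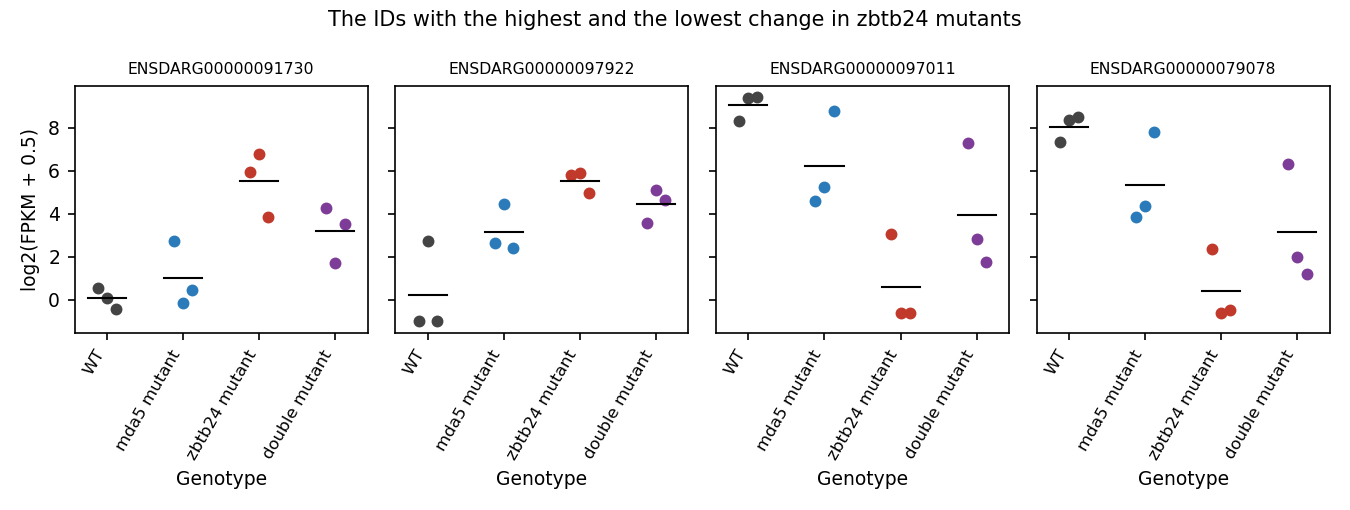
Log2(FPKM + 0.5) of the 4 named genes on the vertical axis, with 1 point for each library and a line at the mean of each genotype (n = 3). The WT and *zbtb24* mutant libraries do not overlap for any of the 4 genes, while the *mda5* and double mutant libraries overlap each other.

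The effect of *zbtb24* mutation was then measured in larvae that lacked Mda5. Between double and *mda5* mutants, 29 genes differed at an adjusted p-value under 0.05 (limma), 11 higher and 18 lower in the double mutant, and 2654 had an unadjusted p-value under 0.05, where 1081 were expected by chance. Of the 29 genes, 27 also differed between *zbtb24* mutants and WT in the same direction, 11 higher and 16 lower. The mean size of the log2 change of these 27 genes was 2.11 in *zbtb24* mutants against WT and 2.14 in double against *mda5* mutants. The genes were chosen for passing in both comparisons, which favours large changes in both, so the likeness of these sizes is not a test. Across all tested genes, the correlation of these changes was weak, with Pearson's r of 0.1003 and Spearman's rho of -0.0514. No p-value is attached to this correlation, because genes are not independent replicates.

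The 1063 genes that rose in *zbtb24* mutants, by a mean log2 change of 0.83, changed by a mean of 0.10 in double against *mda5* mutants, and 572 of them (53.8%) had a change above 0. The 1439 genes that fell, by a mean log2 change of -0.88, changed by a mean of -0.13, and 790 of them (54.9%) had a change below 0. The shift of neither set passed 0.05 in limma's fry, a two-sided rotation test of a gene set (adjusted p = 0.490 for each set), although the set means of the 3 double mutant libraries lay entirely above (genes that rose) or below (genes that fell) those of the 3 *mda5* mutant libraries. The means depended on which genes entered the sets. With only the compared groups in each fit the sets held 104 and 117 genes, and their means were 0.54 for the genes that rose (limma's fry, adjusted p = 0.00244) and -0.78 for those that fell (adjusted p = 0.00613). Without WT replicate 3 the sets held 124 and 121 genes, with means of 0.46 (limma's fry, adjusted p = 0.000118) and -0.44 (adjusted p = 0.0027). Without WT replicate 2 they held 1915 and 1562 genes, and the mean of the genes that rose changed sign, to -0.12.

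**Figure D2:**
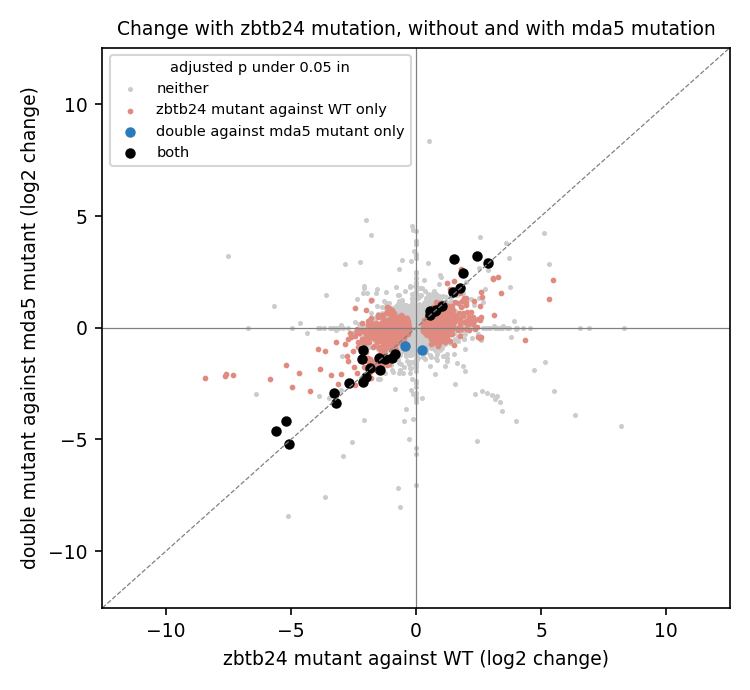
Log2 change of each of the 21623 tested genes in *zbtb24* mutants against WT (horizontal axis) and in double mutants against *mda5* mutants (vertical axis), coloured by the comparisons in which the adjusted p-value was under 0.05. The 27 genes past the threshold in both (black) lie near the dashed line of equal change, which their choice by both comparisons favours. Most of the remaining genes past the threshold in *zbtb24* mutants against WT lie near 0 on the vertical axis.

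Whether the effect of *zbtb24* mutation differed with the *mda5* genotype was tested directly as an interaction. No gene reached an adjusted p-value under 0.05 (0 genes, limma), and the smallest adjusted p-value was 0.0943. This count depended on 1 library: 2161 genes passed when WT replicate 2 was left out, and at most 3 when any other library was. With all 12 libraries, an unadjusted p-value under 0.05 was found for 5434 genes, or 25.1% of those tested, against 1081 expected by chance. On simulated values with the same replicate spread, the interaction test recovered 31.5% of 200 genes changed 2-fold and 81.5% of 200 genes changed 4-fold, while the comparison of *zbtb24* mutants with WT recovered 67.5% and 94.5%. These rates hold for independently drawn genes with only 200 changed and may differ in the real data.

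The effect of *mda5* mutation was examined by the same test. A single gene differed between *mda5* mutants and WT at an adjusted p-value under 0.05 (limma), and the same gene was the only one that differed between double and *zbtb24* mutants. It was at 6013 ± 2290 FPKM in WT and 2597 ± 119.6 FPKM in *zbtb24* mutants (SD, n = 3 each) and was listed at 0 in all 6 libraries with the *mda5* mutation. Unadjusted p-values under 0.05 were found for 2934 genes in *mda5* mutants against WT and for 3109 genes in double against *zbtb24* mutants. When the 6 libraries of each comparison were split into other groups of 3, up to 3142 and up to 1834 such genes were found, respectively. The 2934 genes are therefore no sign of an effect of *mda5* mutation by themselves. Double mutants differed from WT at 87 genes (limma, adjusted p-value under 0.05), 33 higher and 54 lower, and 86 of these also differed in the same direction between *zbtb24* mutants and WT. Both comparisons use the same 3 WT libraries, so this overlap is not an independent test of a shared response.

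For each library, a score was taken as the mean log2 value of the 1063 genes that rose in *zbtb24* mutants minus that of the 1439 genes that fell, relative to the WT mean. The genes were chosen on the WT and *zbtb24* mutant libraries, so the distance between those genotypes is not a test. The score was 0 ± 0.22 in WT, 0.69 ± 0.03 in *mda5* mutants, 1.70 ± 0.26 in *zbtb24* mutants and 0.92 ± 0.11 in double mutants (SD, n = 3 each). The double mutants exceeded the *mda5* mutants by 0.23, with all 3 double mutant libraries above all 3 *mda5* mutant libraries (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 can give). In a principal component analysis, the first component held 20.7% of the variance, and WT libraries lay between -46.5 and -27.2, *mda5* mutants between -7.49 and -3.62, double mutants between -9.35 and 11.6, and *zbtb24* mutants between 12.7 and 81.2. The second component held 12.5% and parted double mutants (-50.9 to -15.0) from *mda5* mutants (5.28 to 26.4), while WT lay between 1.65 and 37.9 and *zbtb24* mutants between -25.8 and 25.4.

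**Figure D3:**
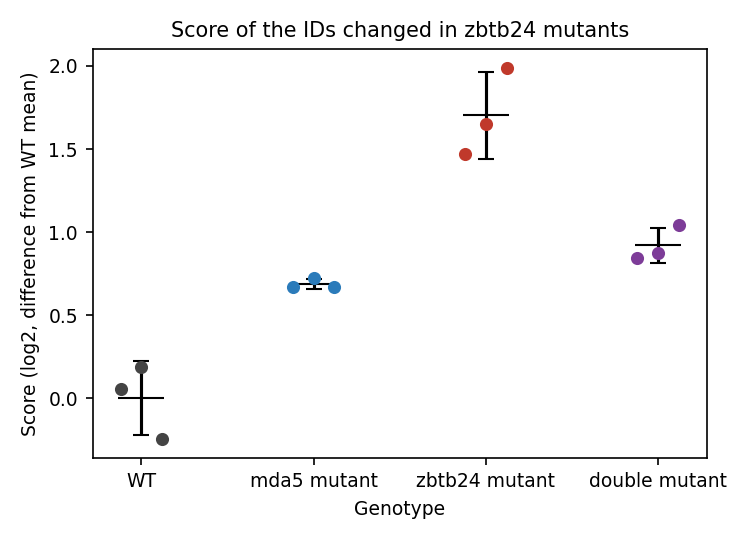
Score of each library (points; vertical axis in log2 units relative to the WT mean) by genotype, with the mean and SD of 3 libraries. The *mda5* mutant libraries (0.67 to 0.72) and double mutant libraries (0.84 to 1.04) lie between those of WT (-0.25 to 0.19) and *zbtb24* mutants (1.47 to 1.99).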

Values the study reported

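In whole larvae at 2 wpf, an age not analysed here, the study reported that 58 genes were lower by more than 2-fold and 119 genes were higher by at least 2-fold in *zbtb24* mutants.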

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

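The test of the interaction with the 4 most abundant features and that of genes chosen in *mda5* mutant larvae were chosen after the result was seen. The flagged result was a count over all genes: 5434 had an unadjusted interaction p-value under 0.05, where 1081 were expected by chance, although 0 genes passed after adjustment in limma. The *mda5* labels were swapped between same-numbered libraries within each *zbtb24* genotype, which gives 32 arrangements. In 1 of the 32, the real one, there were as many such genes. The others gave from 393 to 3829, with a median of 946. The swaps assume no effect of *mda5* mutation of any kind, so they do not single out an interaction. For genes past the adjusted threshold the real count was 0, which any arrangement matches (32 of 32), so that comparison is no test.

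For genes chosen on WT and *zbtb24* mutant libraries, the effect of *zbtb24* mutation was smaller in *mda5* mutant larvae. Choosing genes by their own change inflates that change, so genes were also chosen without 1 WT and 1 *zbtb24* mutant library, and the change was measured between the libraries set aside. The mean held-out change was 0.73 (0.46 to 0.99 over 9 choices), against 0.17 for the same genes in double against *mda5* mutants, and it was the larger in all 9. After quantile normalization it was 0.71 against 0.19, larger in 9 of 9 choices, and without the least typical library, *zbtb24* mutant replicate 3, it was 0.68 against 0.18, larger in 6 of 6. The choices within a run reuse the same libraries, so they are not independent results. All of these runs chose genes in larvae with Mda5. When genes were chosen in double against *mda5* mutants, the held-out change was 0.38 in those larvae against 0.32 in *zbtb24* mutants against WT, larger in 6 of 9 choices, so a smaller effect without Mda5 was seen only for genes chosen in larvae with Mda5.

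Other explanations were not excluded. With the log2 sum of the 4 most abundant features as a covariate, 34.97% of the 5434 genes kept an unadjusted p-value under 0.05, and 2342 genes in all had one, against 1081 expected by chance. The covariate is itself related to genotype, which accounts for 59.3% of its variance, and it raised the median standard error of the *zbtb24* change by a factor of 1.28, so part of this loss may be lost precision. A shared state of the larvae, such as growth or health, that varied between pools is another candidate explanation. Growth also differs with genotype, since the study reported that *zbtb24* mutants were smaller than their wild-type siblings from about this age. Size may therefore enter any comparison of *zbtb24* mutants with WT, which was not tested here. The spread of *mda5* and double mutant libraries within genotype along the score was 0.0791, above all 1000 random sets of matched genes (percentile 100, median of the random sets 0.0244), against a gap of 0.23 between double and *mda5* mutants. The SD of the score was larger in WT, at 0.22, and in *zbtb24* mutants, at 0.26 (n = 3 each). The random sets were matched on expression and not on how closely their genes vary together, so this comparison does not settle the point. Dependence of the *zbtb24* response on Mda5 is a biological hypothesis for the pattern over all genes, and it cannot be told apart from these explanations here. For interferon-stimulated genes the study tested it directly. By qRT-PCR at the same age, it reported that *mda5* mutation brought *stat1b* and *irf7* back to the wild-type level in *zbtb24* mutants. From RNA-seq, it reported that a panel of such genes was not raised in double mutants. Differences in depth between libraries were not tested, because the values carry no depth per library, and the interferon-stimulated genes themselves were not examined by name.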

How the results depend on the processing

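Results on gene sets, on shared genes, on the correlation across genes and on unadjusted interaction p-values, with their alternatives, were chosen after seeing the data; the alternatives for the counts were fixed before. The number of genes that differed between *zbtb24* mutants and WT stayed within 1.5 times of 2502 under either pseudocount, both filters, quantile normalization, median centring and eBayes without the trend, from 2147 to 2535. After quantile normalization 1978 of the 2502 genes were still called. With the 2-fold minimum the count was 573. With only the compared groups in the fit, the counts were 221 for *zbtb24* mutants against WT, 3 for double against *mda5* mutants, 9 for double mutants against WT, 2 for double against *zbtb24* mutants and 3 for *mda5* mutants against WT; 2 genes were then called in the same direction in both *zbtb24* comparisons. In that fit, the genes that rose in *zbtb24* mutants had a mean change of 0.54 in double against *mda5* mutants (limma's fry, adjusted p = 0.00244) and those that fell had -0.78 (adjusted p = 0.00613). Those sets hold 104 and 117 genes; the change of a gene between double and *mda5* mutants is the same in that fit, so the means moved through the choice of genes. Among the small counts, double against *zbtb24* mutants gave 2 with a pseudocount of 1 and 2 after quantile normalization, and *mda5* mutants against WT gave 3 after quantile normalization.

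With the replicate number as a block, 1578 genes differed between *zbtb24* mutants and WT and 46 between double mutants and WT. Deviations of same-numbered libraries from their genotype means had a mean r of 0.0144 over all groups. By comparison, it ran from -0.0371 (*zbtb24* mutants against WT) to 0.0882 (double against *mda5* mutants). The mean for different numbers (-0.0072 over all groups) is no reference, because deviations within a genotype sum to 0. The values were small and of both signs, so they gave little sign that the numbers pair the libraries.

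Across the 6 fits that each left out one replicate of a compared group, the counts ran from 245 (without WT replicate 3) to 3477 (without WT replicate 2) for *zbtb24* mutants against WT, with 124 higher and 121 lower in the former and 1915 higher and 1562 lower in the latter, from 13 to 30 for double against *mda5* mutants, from 1 to 5 for double against *zbtb24* mutants, from 1 to 3 for *mda5* mutants against WT and from 25 to 58 for double mutants against WT. Of the 245 genes, 240 were among the 2502. Across the 12 fits that each left out one of all libraries, the interaction count ran from 0 to 2161. The 2161 genes appeared without WT replicate 2, and the other fits gave at most 3; with all libraries 0 genes passed and 5434 had an unadjusted p-value under 0.05, a number that ran from 3781 to 6299. Genes called in the same direction in both *zbtb24* comparisons ran from 13 to 27, and the correlation of the changes across genes from 0.0313 to 0.136. The mean change of the genes that rose, in double against *mda5* mutants, ran from -0.12, a reversal seen without WT replicate 2, to 0.46, and the adjusted p of fry was under 0.05 in 4 of these fits. That of the genes that fell ran from -0.44 to -0.098, with an adjusted p under 0.05 in 1 fit. Leaving out a WT or *zbtb24* mutant library moves these means only through which genes enter the sets. The cause of the other changes was not tested.

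For the 4 named genes, 5 of 60 results changed, all to weaker, and 4 of these came from leaving out WT replicate 3. The lack of a depth per library limits the single genes, since the counting error of a low FPKM cannot be separated from the spread between pools. The alternatives planned for the interferon gene list and for the genes fixed by name were not run, because the identifiers could not be paired with symbols in the gene table used here.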

Other observations

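The test of genes chosen in *mda5* mutant larvae, and that of quantile normalization on the *zbtb24* calls, were chosen after the result was seen. In *zbtb24* mutants against WT, 220 genes were higher by at least 2-fold at an adjusted p-value under 0.05. That is higher than the value quoted from the study above. The genes lower by at least 2-fold numbered 353. That is also higher than the value quoted above, which came from younger larvae and another test.

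Other splits of the 6 libraries in each comparison, limited to the 4 that part the same-numbered libraries, were compared with the real one. As many genes passed in 1 of 4 splits, the real one, for *zbtb24* mutants against WT, for double against *mda5* mutants, for double against *zbtb24* mutants and for double mutants against WT, and in 2 of 4 splits for *mda5* mutants against WT. With 4 splits no share can fall under 0.05. Among all 10 splits, those other than the real one gave at most 2 genes for *zbtb24* mutants against WT and at most 1 for double against *mda5* mutants and for double mutants against WT, but up to 2 for double against *zbtb24* mutants and up to 6 for *mda5* mutants against WT, where the real split gave 1 gene each.

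On the first principal component and on the score, WT and *zbtb24* mutant libraries lay at the ends and the genotypes with the *mda5* mutation lay between them. This did not hold on the second component (12.5% of the variance), where double mutants (-50.9 to -15.0) lay apart from *mda5* mutants (5.28 to 26.4) and *zbtb24* mutant replicates 1 and 2 (-25.8 and -13.1) lay on the side of the double mutants. Against the mean of the other genotypes, 359 genes differed in WT and 555 in *zbtb24* mutants, but 14 in *mda5* mutants and 17 in double mutants (limma, adjusted p-value under 0.05). The position along the score was not wholly produced by the choice of genes. Relative to a WT library set aside from the choice, the *mda5* mutants were shifted toward the *zbtb24* mutants by a mean of 0.25 (0.15 to 0.43) and the double mutants by 0.42, in 9 of 9 choices each. The 9 choices reuse the same WT, *mda5* mutant and double mutant libraries, so they are not independent results. The shifts are mean changes per gene and are not on the scale of the score. They do not show how much of the score the choice of genes added. Quantile normalization kept 79.1% of the *zbtb24* calls. With the log2 sum of the 4 most abundant features as a covariate, 1.12% of the calls were kept, 28 of 2502, but 2183 of the 2502 kept an unadjusted p-value under 0.05, all 2502 kept their direction and their mean size went from 0.86 to 0.75. How much of the drop to 28 was lost precision was not separated from an effect of those features. Their summed FPKM was 9709160 ± 1184730 in WT, 7115150 ± 1679490 in *zbtb24* mutants, 6936280 ± 1163560 in double mutants and 6021540 ± 902224 in *mda5* mutants (SD, n = 3 each), an order that puts *mda5* mutants and not *zbtb24* mutants farthest from WT and so differs from that of the score. What these features are was not examined here.

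Some genes may respond to loss of Zbtb24 whether or not Mda5 is present. When 500 genes in each direction were chosen in double against *mda5* mutants with 1 library of each set aside, the held-out change was 0.38. The same genes changed by 0.32 (0.19 to 0.43 over 9 choices) in *zbtb24* mutants against WT. The WT and *zbtb24* mutant libraries gave no part of the change used for this choice. Their spread did enter the moderated t that ranked the genes, so the choice was not wholly independent of them. For as many genes chosen in WT and *zbtb24* mutant larvae, the corresponding values were 0.73 and 0.17. These are means over 1000 genes and do not show how many genes respond in this way.

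The gene listed at 0 in all 6 libraries with the *mda5* mutation could be read as a transcript lost with that allele, or with a linked variant carried by the mutant strain. Zeros in abundant features were not rare: of 790 features with a mean of at least 100 FPKM, 58 were listed at 0 in at least 1 library, and 57 of these did not follow the *mda5* genotype. Failed estimates are therefore a possible explanation for a single feature. On the other side, 6 of the 58 were at 0 in exactly 6 libraries, and 0.00649 of them would be at 0 in just the *mda5* mutant libraries if zeros fell at random. The reads over this feature would settle the point and were not used here.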
